A study of Mus musculus with 2 samples. Its data were reported in "ARID1A safeguards the canalization of the cell fate decision during osteoclastogenesis" (2024).

How the data were processed

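Single-cell mRNA sequencing (scRNA-Seq) was performed on murine bone marrow-derived monocytes (BMDMs). They were induced toward osteoclasts (OCs), the bone-resorbing cells of the myeloid lineage, in medium holding 50 ng/ml M-CSF and 100 ng/ml RANKL. One library came from a control and the other from a LysM-Cre;Arid1afl/fl animal, called the mutant library from here on. LysM-Cre expresses a recombinase from the Lyz2 locus in myeloid cells, where it removes the floxed part of Arid1a, a subunit of the BAF chromatin remodeling complex. Groups were taken from the genotype in the labels, which leaves 1 library per group.

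Cells were partitioned in droplets with a 10x Genomics 3′ kit, and each captured mRNA molecule carried a unique molecular identifier (UMI). The deposited values are raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger 6.1.0, per the file headers. PCR copies of a molecule are collapsed in such counts. Because only the 3′ end of a transcript is read, transcripts of a recombined Arid1a allele that keep this end are still counted. GRCm39 is named as the genome of the study, although not separately for these counts. The methods name aggregation with the same pipeline, which can subsample reads to a like depth, and whether these counts precede that step was not stated. Neither a doublet filter nor an integration method was stated. The gene table listed 32544 genes, of which 31977 identifiers matched GENCODE release M39, from which all coordinates were taken (GRCm39). For 40 entries the symbol was repeated, and these were kept apart by identifier. It was not stated whether counting used the strand for overlapping genes, so genes overlapping another on the opposite strand are marked as uncertain.

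The control library held 6455 barcodes with 164004706 UMIs, and the mutant library 5865 barcodes with 131800059 UMIs. Cells with fewer than 500 detected genes or more than 10% mitochondrial UMIs were left out (186 control and 202 mutant barcodes). Doublets were scored within each library as the share of simulated doublets, 2 per barcode, among the 50 nearest neighbours. The highest scores were removed at 0.8% per 1000 barcodes, which took 333 control barcodes (5.16%) and 275 mutant barcodes (4.69%). The removed barcodes had medians of 41119 and 42378 UMIs. What remained was 5936 control cells with 148834273 UMIs and 5388 mutant cells with 119774244 UMIs.

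Levels are the UMIs of a gene summed over cells of a library and scaled to the total UMIs of those cells, in counts per 1e6 UMIs (CPM). Each has a 95% exact Poisson interval, and each log2 ratio of mutant over control has the exact conditional interval of a pair of Poisson counts. Shares of cells have exact binomial (Clopper-Pearson) intervals, and those of a difference of shares were combined by square-and-add. The interval of a list's median came from 1000 Poisson draws of the counts. All of them cover counting error only. With 1 library per group no test across samples was possible, so there are no p-values or counts of changed genes.

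To compare shares of cells at a common depth, each cell was thinned at random without replacement to 5000 UMIs. This left out 168 control and 351 mutant cells that were shallower. A cell was in the OC gate with at least 3 UMIs over Ctsk, Mmp9, Acp5 and Dcstamp, and in the cycling gate with at least 3 UMIs over Mki67, Top2a, Aurka and Cdk1. Levels inside a gate use all UMIs of its cells.

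Gene lists were interferon-stimulated genes (40 symbols), osteoclast genes (12), monocytic genes (10), cycling genes (12) and BAF subunits (24), together with all 87 ribosomal protein genes, a set of sex-linked genes and a set of regulators. Of the osteoclast, monocytic and cycling lists, 4 genes each are those by which the study named its clusters in these libraries, so these lists are not independent of them. A list's median log2 ratio was taken over members with a mean of at least 20 CPM. It was placed among 10000 random lists of the same size matched on 20 bins of mean level, as a description of these libraries. Genes named outside the lists are the 5 highest and 5 lowest log2 ratios among genes with that mean, over all cells and over cycling-gate cells. Mx1 and Mx2 of the interferon list were not analysed here, and a designed gene level and another regulator are not reported here.

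For clusters, the 2000 most variable genes were scaled over both libraries and reduced to 30 principal components. Marker genes, listed genes, mitochondrial genes and ribosomal protein genes were left out of the features. Leiden clustering at resolution 1 used the overlap of 20 nearest neighbours, without integration of the libraries. A cluster took a class name where at least 3 of its 10 leading genes by fold over all other cells were markers of that class, more than of any other class. The markers were fixed earlier, but this naming rule was set after the data were seen. It leaves 33.2% of control and 77.8% of mutant cells in unnamed clusters. The marker classes were monocytic, cycling, OC precursor, neutrophil, dendritic, mast or basophil, stromal and B cell, and no cluster took the dendritic, mast or basophil, or B cell name.

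The design, gates, lists, markers, naming of genes and most alternatives were fixed before the data were examined. Alternatives changed the cell filter, the doublet step, the scaling (TMM from edgeR 4.0.16 in R 4.3.3, median of ratios, totals without mitochondrial and ribosomal protein genes), the weighting of cells, the thinning depth, the gate threshold, the filter on low genes and the clustering. A cycling gate without Mki67, scaling of cluster features within each library, and the scaling alternatives of single genes and further lists were added after the data were seen. The limits by which the tests of explanations were read were also set after the data had been explored.

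Ratios, their intervals, list percentiles and thinning were tested on simulated data, but the clustering, naming and doublet steps were not. For mutant over control in all cells, Poisson counts of 5210 genes were drawn with 200 genes changed 2-fold. The draws held no variation between libraries and share the Poisson assumption of the intervals, so they check the computation only. The intervals held the true ratio for 95.3% of genes, 100% of changed genes were recovered, and 0 unchanged genes passed an absolute log2 ratio of 0.5. A simulated gate with equal true shares gave 75.7% and 75.9% after thinning, against 100% and 98.3% without it. Its sets of cells lay further apart in depth than these libraries, and its gate genes were more abundant. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and leidenalg 0.10.2. Pseudotime and graph abstraction of trajectories were not analysed here.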

Results

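To ask how the early response to RANKL differs without Arid1a in the myeloid lineage, scRNA-Seq counts of OC-induced BMDMs from a control and a LysM-Cre;Arid1afl/fl culture were compared. After filtering, 5936 control cells and 5388 mutant cells remained. Their median depth was 23600.5 UMIs and 4314 genes per cell in the control library, and 21201 UMIs and 4227 genes in the mutant library. The median share of mitochondrial UMIs was 2.04% and 1.28%. Each genotype was represented by 1 library, so none of the differences has a replicate check. The intervals in parentheses are 95% intervals for counting error alone and describe these libraries, not the genotypes.

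The targeted gene was examined first. Arid1a (ENSMUSG00000007880) lies on chromosome 4 from 133406304 to 133484080 on the minus strand of GRCm39. It was counted with 7664 UMIs in the control library, or 51.5 CPM (50.3 to 52.7), and with 2437 UMIs in the mutant library, or 20.3 CPM (19.5 to 21.2). The log2 ratio was -1.34 (-1.41 to -1.27). The level was therefore lower in the library labelled as mutant, although not at 0. Weighting every cell alike in place of every UMI gave -1.24, and leaving mitochondrial and ribosomal protein genes out of the totals gave -1.45, the values farthest from it. At 5000 UMIs per cell, an Arid1a UMI was seen in 22.7% of control cells (21.6 to 23.8%) and 10.0% of mutant cells (9.23 to 10.9%).

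**Figure D1:**
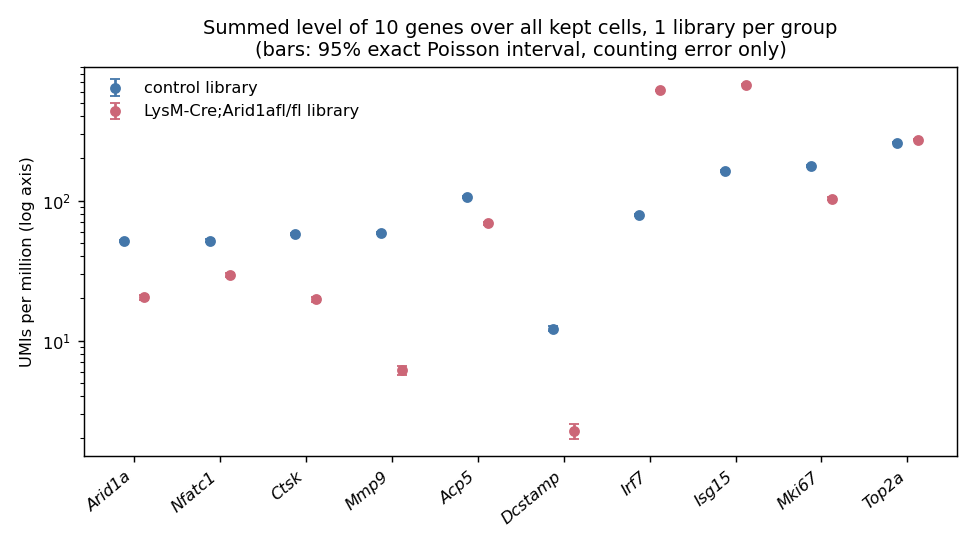
Summed level of 10 genes in CPM (log axis) over all kept cells of the control library and the LysM-Cre;Arid1afl/fl library; points are 1 library each and bars are 95% exact Poisson intervals for counting error. Arid1a lies at 51.5 in the control and 20.3 in the mutant library, the OC genes and Nfatc1 lie lower and Irf7 and Isg15 higher in the mutant library.

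Whether fewer cells expressed OC genes was asked at an equal depth per cell, independently of clustering. In the control library 540 of 5768 cells were in the OC gate, or 9.36% (8.62 to 10.1%). In the mutant library 156 of 5037 cells were, or 3.10% (2.64 to 3.61%). The difference was -6.26 percentage points (-7.17 to -5.36). Among changes of 1 setting, thinning to 2000 UMIs moved it most, to -3.64 points. Depth and the UMIs needed were also changed together. At 2000 UMIs with 5 needed the shares were 2.00% (1.65 to 2.39%) and 0.401% (0.249 to 0.613%), both small but with separate intervals. At 10000 UMIs with 1 needed they were 40.9% (39.6 to 42.2%) and 38.9% (37.5 to 40.3%), with overlapping intervals. On unthinned counts the shares were 26.3% and 20.5%.

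RNA free in the droplets sets the background of such a gate. Neutrophil-like cells should lack Ctsk, Acp5 and Dcstamp, while Mmp9 is a gene of their own. In the control library 0 of 13 neutrophil-like cells at this depth were in the gate, which allows a share of up to 23.1% (3 of 13 cells), with an exact upper limit of 24.7%. In the mutant library 1 of 63 was, or 1.59% (0.0402 to 8.53%), at a median of 8942 UMIs against 22159 in the cells outside the neutrophil-like, stromal-like and class II-led groups. The last of these is a cluster led by H2-Aa, H2-Ab1, H2-Eb1 and Cd74. The mutant gate share was thus not distinguishable from that of its neutrophil-like cells at this depth, while the control share lay above the mutant one. Summed levels had more counts behind them: Ctsk, Acp5 and Dcstamp together had 6.47 CPM (2.10 to 15.1) in mutant neutrophil-like cells, against 91.9 CPM (90.2 to 93.7) in the mutant cells outside those groups. The control values were 0 UMIs, with an upper limit of 33.0 CPM, against 176 CPM (174 to 178). Stromal-like cells, at a median of 1881.5 control and 1910.5 mutant UMIs, carried these transcripts at 49.1 CPM (32.3 to 71.4) in the control and 33.8 CPM (23.1 to 47.8) in the mutant library. The control cells outside both the OC gate and the 3 groups had 48.3 CPM (47.1 to 49.5), which is not above the stromal-like level but above the neutrophil-like limit. The matching mutant cells had 63.6 CPM (62.1 to 65.1), above both mutant background groups. This holds only without Mmp9, and the reason to leave it out applies to neutrophil-like cells alone. With Mmp9 these mutant cells had 65.4 CPM, within the stromal-like interval of that library (43.8 to 75.7). The control cells then had 68.9 CPM, within their stromal-like interval (48.9 to 94.8) and no longer below the mutant cells.

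**Figure D2:**
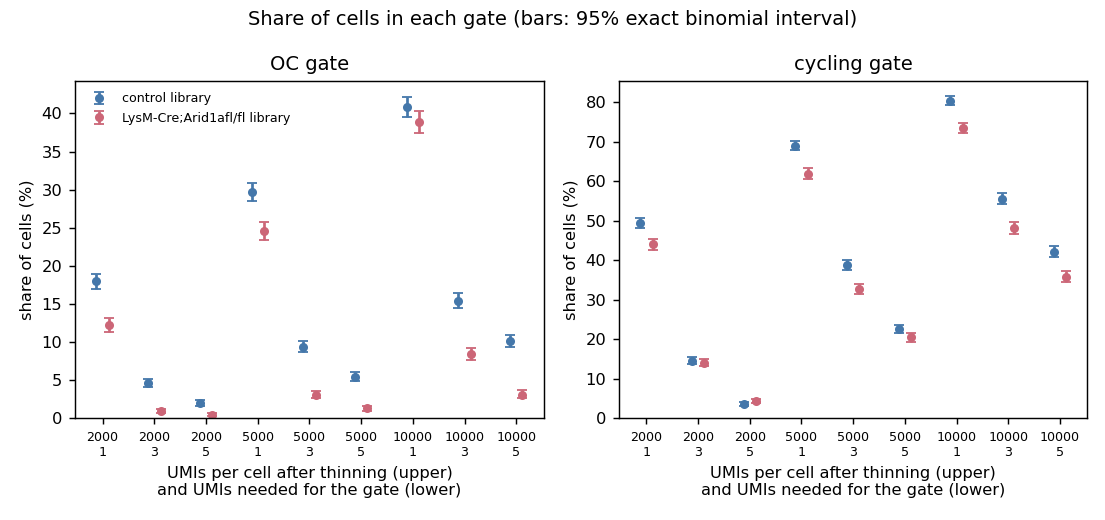
Share of cells (%) in the OC gate (left) and the cycling gate (right) of the control and LysM-Cre;Arid1afl/fl libraries, for each depth after thinning and each number of UMIs needed; bars are 95% exact binomial intervals. The OC-gate share is lower in the mutant library at all 9 settings, while the order of the cycling-gate shares depends on the setting: at 2000 UMIs with 5 needed it is 3.62% in the control and 4.26% in the mutant library.

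The single OC genes did not all move to the same extent. Over all cells Mmp9 fell from 58.6 to 6.13 CPM, a log2 ratio of -3.26 (-3.37 to -3.15). Ctsk went from 57.6 to 19.7 CPM (-1.55, from -1.62 to -1.49), and Dcstamp from 12.2 to 2.25 CPM (-2.44, from -2.63 to -2.25). Acp5 had the smallest difference of the 4 gate genes, with 106 and 68.9 CPM (-0.62, from -0.65 to -0.58). The osteoclast list had 5 of its 12 genes above the mean of 20 CPM, with a median log2 ratio of -1.33, below all of the matched random lists (percentile 0). Other scalings and equal weight per cell moved this median between -1.44 and -1.24. Slc37a2 was higher in the mutant library (0.19), and Ocstamp, Atp6v0d2, Car2 and Jdp2 were lower, at -0.77, -1.30, -2.12 and -1.33. Itgb3 had only 16 and 52 UMIs (2.01, from 1.18 to 2.92). Oscar had 15 control UMIs, or 0.101 CPM (0.0564 to 0.166), and 0 mutant UMIs, with an upper limit of 0.0308 CPM. It overlaps Ndufa3 on the opposite strand. Calcr was not detected, with 0 UMIs in both libraries.

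The cycling population was examined next, since the switch from proliferation to differentiation was the question of the study. The cycling gate held 38.8% of control cells (37.6 to 40.1%; 2239 cells) and 32.7% of mutant cells (31.4 to 34.0%; 1648 cells), a difference of -6.1 points (-7.91 to -4.28). This difference rested largely on Mki67. A gate without Mki67, chosen after seeing that Mki67 alone of its genes had a large difference, gave 28.0% and 27.7%, or -0.307 points (-2.01 to 1.40). Thinning to 2000 UMIs gave -0.466 points (-1.78 to 0.851). On unthinned counts the shares were 69.5% and 58.4%. Mki67 had a log2 ratio of -0.77 over all cells, Aurka -0.22, Top2a 0.069 and Cdk1 0.094. The cycling list had a median of 0.075 (percentile 73.2 of matched lists), which turned to -0.015 under median-of-ratios scaling and -0.034 without mitochondrial and ribosomal protein genes. The cycling-gate difference was thus within counting error for the gate without Mki67 and at 2000 UMIs. Inside the cycling gate the list median was 0.35 (percentile 99.2). That level does not measure a share of cells, since the gate selects cells by 4 of the 12 list genes. Cycling-like clusters went the opposite way to the gate and held 10.6% of control and 15.3% of mutant cells (4.73 points, 3.48 to 5.99). These leave out unnamed clusters 3 and 6, where 78.5% of control and 72.2% of mutant cells were in the cycling gate. A direction for the share of cycling cells is therefore not set.

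Among cycling-gate cells, 229 of 2239 control cells (10.2%; 9.0 to 11.6%) and 38 of 1648 mutant cells (2.31%; 1.64 to 3.15%) were also in the OC gate. The difference was -7.92 points (-9.41 to -6.43), and -8.37 points with the cycling gate without Mki67. Thinning to 2000 UMIs moved it most, to -3.73 points. Outside the cycling gate, 8.81% of control and 3.48% of mutant cells were in the OC gate, a difference of -5.33 points (-6.48 to -4.19). In the control library 42.4% of OC-gate cells were in the cycling gate (38.2 to 46.7%), against 24.4% in the mutant library (17.9 to 31.9%).

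Nfatc1 (chromosome 18, 80649266 to 80756295, minus strand), which encodes a transcription factor of the OC lineage, was then compared in cycling-gate cells. It had 49.9 CPM (48.2 to 51.7) in control and 32.1 (30.4 to 33.8) in mutant cells, a log2 ratio of -0.64 (-0.73 to -0.55). Gates on unthinned counts moved it most, to -0.79. In cells of the cycling gate alone, outside the OC gate, Nfatc1 was 32.2 and 29.3 CPM (-0.14, from -0.24 to -0.033). In cells of both gates it was 184 and 143 CPM (-0.36, from -0.62 to -0.12), with only 38 mutant cells. In cells of the OC gate alone it was 232 and 86.6 CPM (-1.42, from -1.62 to -1.22), and in cells of neither gate 32.6 and 26.0 CPM (-0.33, from -0.41 to -0.24). Over all cells the log2 ratio was -0.81 (-0.87 to -0.75). Because membership in the OC gate itself differed between the libraries, these levels do not separate a change within cells from a change in the mixture of cells.

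**Figure D3:**
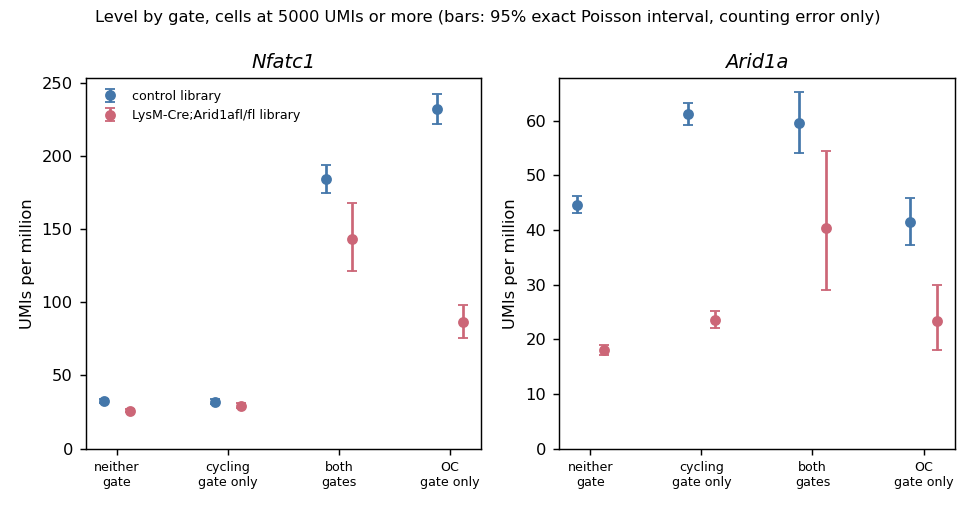
Level of Nfatc1 and Arid1a in CPM, by gate, in cells with at least 5000 UMIs of the control and LysM-Cre;Arid1afl/fl libraries; points are sums over 1 library and bars are 95% exact Poisson intervals for counting error. Nfatc1 differs most in cells of the OC gate alone (232 and 86.6), and Arid1a in mutant cells of both gates has a wide interval (29.1 to 54.5).

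Interferon-stimulated genes were higher as a list. Of 40 listed symbols 38 were analysed, 35 of them above the mean of 20 CPM. Their median log2 ratio was 1.79 (1.74 to 1.82), above all 10000 matched random lists, whose central 95% lay between -0.15 and 0.17. It was 1.68 when mitochondrial and ribosomal protein genes were left out of the totals, the alternative that moved it most. All 38 genes were higher in the mutant library, from 0.70 for Irf9 to 4.10 for Ifi44. Irf7, which overlaps Phrf1 on the opposite strand, rose from 78.5 to 614 CPM, and Isg15 from 162 to 673 CPM. The list median was 1.82 in cycling-gate cells, from 34 genes. The members Ifit3 and Ifit3b are near-identical copies, so their separate levels are uncertain. The gene of interferon beta, Ifnb1, had 2 control UMIs in 1 cell and 82 mutant UMIs in 30 cells, a log2 ratio of 5.67 (3.77 to 8.74).

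**Figure D4:**
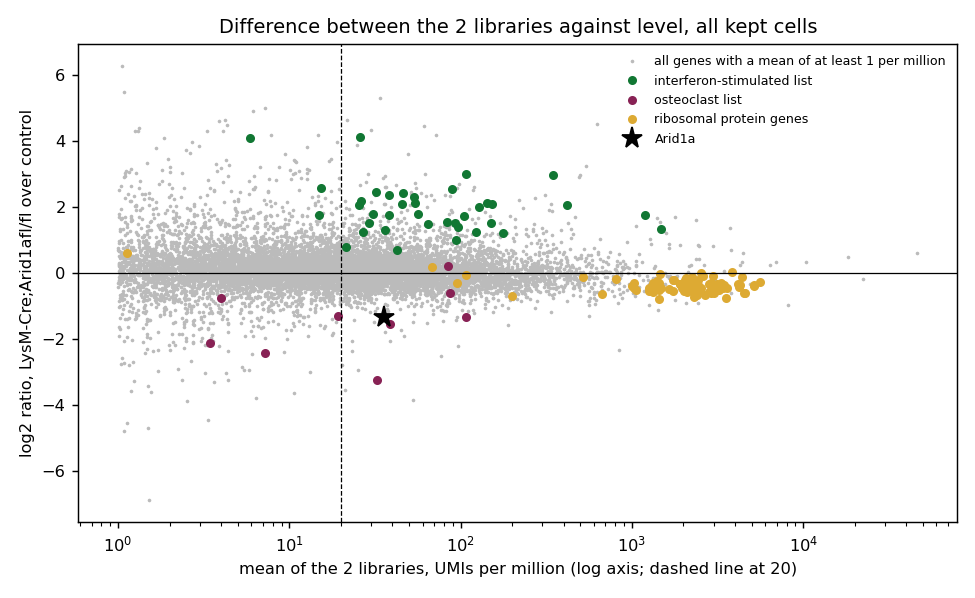
Log2 ratio of the LysM-Cre;Arid1afl/fl library over the control library against the mean level of the 2 libraries in CPM (log axis), each point a gene over all kept cells with a UMI in both libraries. Interferon-stimulated genes lie above 0 (median 1.79), ribosomal protein genes mostly below 0 (median -0.40), and the dashed line marks the mean of 20 CPM used for list medians.

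Other regulators and lists differed less. Cited2 had a log2 ratio of 0.14 over all cells (0.10 to 0.17), but 0.028 (-0.0056 to 0.061), not distinguishable from 0, when mitochondrial and ribosomal protein genes were left out of the totals. Its direction differed between states, with -0.28 (-0.40 to -0.17) in OC-gate cells, 0.33 (0.28 to 0.37) in cells of neither gate and 0.38 (0.32 to 0.44) in cells of the cycling gate alone. Rab38 had 59 and 37 UMIs, and its log2 ratio of -0.36 (-0.99 to 0.26) was not distinguishable from 0 at this depth. In OC-gate cells Rab38 had 30 control UMIs and 1 mutant UMI (-2.79, from -8.14 to -0.20). Brd9, which overlaps Trip13 on the opposite strand, had 0.11. It changed sign, to -0.00046, when mitochondrial and ribosomal protein genes were left out of the totals, a setting that shifted the median gene by -0.11. In cycling-gate cells Brd9 was at 0.27 (0.19 to 0.35). Spi1 had 0.19. Mdm2 had -0.26 over all cells but 0.30 (0.15 to 0.44) in OC-gate cells. Lyz2, the locus of the Cre allele, had 10782 CPM in the control and 5472 in the mutant library (-0.98), with Lyz1 a close paralog. The monocytic list had a median of 0.53 (percentile 99.8), with 6 genes higher and 4 lower, from -0.87 for C1qb to 2.95 for Cx3cr1. BAF subunits had a median of -0.043 (percentile 20.9; 18 of 24 genes), Arid1a included, and Arid1b was at 0.50. Other scalings and equal weight per cell moved the BAF median between -0.15 and -0.030. Ribosomal protein genes had a median of -0.40, below all matched lists, with 81 of 83 lower. Under TMM, median of ratios and equal weight per cell this median stayed negative, between -0.49 and -0.40. It was not recomputed with totals that leave these genes out. Of the sex-linked genes, Ddx3y, Eif2s3y, Kdm5d and Uty were counted in both libraries, while Xist had 1 UMI in each and Tsix 0.

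Among 5210 genes with a mean of at least 20 CPM the median log2 ratio was 0.023, with the 5th and 95th percentiles at -0.61 and 1.07. The 5 lowest were Emp2 (-3.86; chromosome 16, 10099459 to 10131832, minus strand; 98.5 and 6.80 CPM), Fxyd2 (-3.56), Mmp9 (-3.26), Dennd5b (-2.95) and Ccnb1ip1 (-2.78, overlapping Parp2 on the opposite strand). The 5 highest were Ly6i (5.28; chromosome 15, 74851383 to 74855279, minus strand; 1.69 and 65.9 CPM), Plac8 (4.63), Ly6a (4.51), Ms4a4c (4.45) and H2-Q7 (4.31). Ly6a and Ly6i on chromosome 15, and H2-Q7 on chromosome 17, belong to families of similar genes whose reads can be shared. In cycling-gate cells the lowest were Emp2 (-4.23), Dennd5b (-3.07), Ccnb1ip1 (-2.76), Uchl1 (-2.65) and Mmp9 (-2.50), and the highest Ly6i (5.55), Plac8 (4.93), Ms4a4c (4.91), Ly6a (4.59) and Ifi44 (4.49).

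Finally, cells were clustered without the marker genes as features. Of 15 clusters, 11 held at least 95% of their cells from 1 library, and 97.2% of nearest neighbours were of the same library, against 50.1% for mixed libraries. The other 4 clusters, among them the stromal-like and neutrophil-like ones, held cells of both libraries below that share. Clusters 4 and 9 took the name OC precursor-like and together held 30.3% of control cells (29.2 to 31.5%) and 0.501% of mutant cells (0.330 to 0.728%), a difference of -29.8 points (-31.0 to -28.6). Its size was not stable: keeping doublets gave -5.60 points. With features scaled within each library, which was chosen after seeing the data, no cluster held 95% of 1 library, a mixing that follows in part from the scaling itself. The OC precursor-like shares were then 24.0% and 10.1%, or -13.9 points. The sign was kept in all 7 alternatives. Shares from rebuilt clusters can differ from those of the study because of the rebuilt names.

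**Figure D5:**
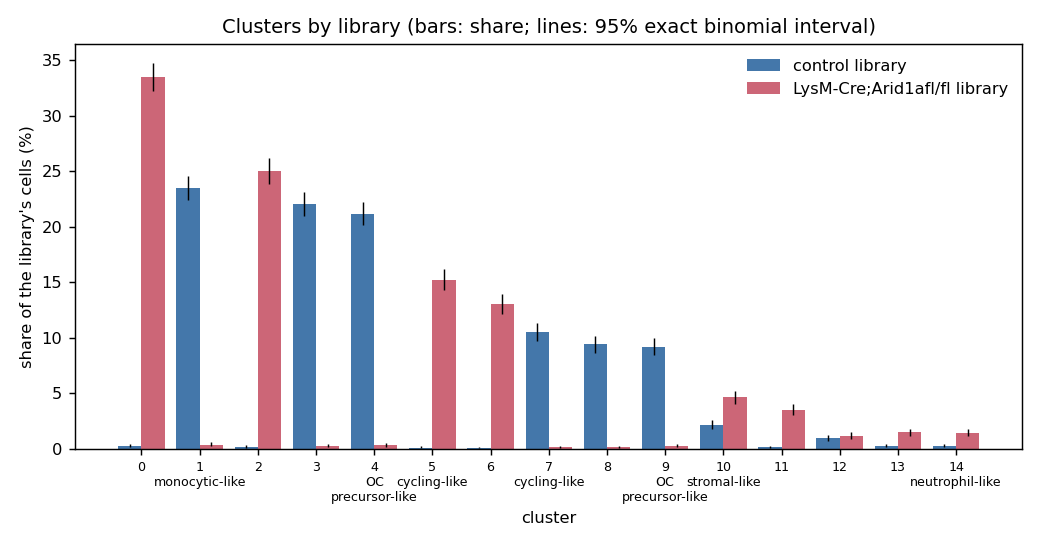
Share of each library's cells (%) in the 15 clusters, with class names where markers gave one; bars are shares for the control and LysM-Cre;Arid1afl/fl libraries and lines are 95% exact binomial intervals. Most clusters belong almost wholly to 1 library, and only clusters 10, 12, 13 and 14 fall under 95% from 1 library.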

Values the study reported

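The study sequenced cells at 24 h after RANKL induction. It analyzed 11,118 cells after quality control, 5813 of them in the control group and 5305 in the LysM-Cre;Arid1afl/fl group. Clustering gave 11 clusters, among them 1 of OC precursors and 1 of cycling cells that had begun to express OC marker genes. Within that cycling cluster, the study reported 1266 genes with higher and 503 genes with lower expression after the loss of Arid1a.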

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

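Both tests in this part were chosen after these groups of cells had been seen in the clusters, although before the values they measure were computed.

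Small groups of cells entered the sums over all cells above but were not compared themselves. The 3 groups described first took a larger share of the mutant library than of the control library. Stromal-like cells, led by Sparc, Col1a1 and Col1a2, were 4.6% of mutant cells (4.06 to 5.20%) and 2.16% of control cells (1.80 to 2.56%). Neutrophil-like cells, led by S100a8, S100a9, Ngp and Camp, were 1.39% (1.10 to 1.74%) and 0.253% (0.141 to 0.416%). A cluster led by the class II genes H2-Aa, H2-Ab1, H2-Eb1 and Cd74, which reached no class name and was singled out after its genes were seen, was 3.45% (2.98 to 3.97%) and 0.135% (0.0582 to 0.265%). Its leading genes also include Plac8, Ccr2, Ly6c2 and Ly6i, so it is not read as lying outside the monocytic cells. S100a8 had 130821 CPM in control and 131057 in mutant neutrophil-like cells. Sparc had only 456 CPM (401 to 516) in control and 587 (539 to 638) in mutant stromal-like cells. Unnamed cluster 13, whose leading genes include Apoe, Lars2, Malat1 and Neat1, was also larger in the mutant library, at 1.45% (1.15 to 1.80%) against 0.219% (0.117 to 0.374%). Its median was 4953 UMIs, it is not part of the 3 groups, and no explanation of it was tested.

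The filter on genes per cell might have removed more of these cells from the control library. Without any filter on genes or mitochondrial UMIs the difference of the 3 groups together was 6.92 percentage points (5.94 to 7.90), so the filter as its cause is argued against. Stromal-like cells were shallow, with a median of 1910.5 UMIs over the cluster, and 1 of their abundant transcripts was foreign to them: Lyz2 had 8083 CPM in control and 4098 in mutant cells of the stromal-like cluster made with features scaled within each library, against 10782 and 5472 over all cells. Part of what was counted there may thus be free or adhering myeloid RNA, which the filter test (6.92 points) leaves unaddressed. Another mix of marrow cells at the start of the culture remains open. The difference of 6.90 points (6.02 to 7.80) comes from 1 library per genotype, so the starting mix cannot be told apart from the genotype.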

How the results depend on the processing

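The cycling gate without Mki67, the clustering with features scaled within each library, and all alternatives for single genes over all cells except Arid1a and for lists other than the interferon list were chosen after the data were seen. No paired analysis was possible because each group has 1 library and no result comes from a test across samples.

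The 7 results of the design reported here were recomputed under 62 alternatives. None changed sign, 35 stayed within the counting interval of the reported value and 27 left it. Counting intervals are narrow here, so many of these moves are small against the difference itself. For the values below that left the interval, the cause was not tested unless one is given.

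Scaling moved the levels by construction, since it shifts all genes alike. The median gene moved by -0.064 under TMM, -0.090 under median of ratios and -0.11 without mitochondrial and ribosomal protein genes. Equal weight per cell does not shift all genes alike, and with it the median gene moved by 0.010. Arid1a became -1.43 under median of ratios, -1.45 without mitochondrial and ribosomal protein genes and -1.24 with equal weight per cell. Under TMM, median of ratios and totals without those genes, in this order, Nfatc1 in cycling-gate cells was -0.73, -0.74 and -0.75, and the interferon list 1.73, 1.70 and 1.68.

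Thinning to 2000 UMIs gave -3.64 points for the OC gate, -0.466 for the cycling gate and -3.73 for the OC gate among cycling-gate cells. Fewer cells reach 3 UMIs at that depth, which shrinks every gate by construction. Gates needing 1 UMI gave -5.03 for the OC gate, -6.09 for the OC gate among cycling-gate cells and -0.76 for Nfatc1. Gates needing 5 UMIs gave -4.19, -5.61 among cycling-gate cells and -2.09 for the cycling gate. Unthinned gates gave -11.2 for the cycling gate and -0.79 for Nfatc1. Without Mki67 the cycling gate differed by -0.307 points. Changes of depth and UMIs needed together are not among the 62 alternatives. At 2000 UMIs with 5 needed, the cycling-gate shares had the reverse order, with 3.62% in the control and 4.26% in the mutant library.

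The share in OC precursor-like clusters was the least stable result. It was -27.0 points under the stricter cell filter, -5.60 with doublets kept, -17.8 at resolution 0.5 and -17.8 at resolution 1.5, -11.0 with marker genes allowed as features and -13.9 with features scaled within each library. Only the sign of the reported -29.8 was common to these settings, and the naming rule was not varied.

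Another 12 results, on lists and single genes over all cells, had 47 alternatives, of which 7 stayed within the interval, 37 left it and 3 reversed. The reversals were the cycling list, at -0.015 under median of ratios and -0.034 without mitochondrial and ribosomal protein genes, and Brd9 at -0.00046 in that last setting. These values lie closer to 0 than the shift of the median gene, so a direction over all cells is not set for them. In cycling-gate cells Brd9 was at 0.27, a value not recomputed under the other scalings.

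Depth limits Rab38, Itgb3, Oscar and Calcr most, and the 38 mutant cells of both gates limit every level in that state.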

Other observations

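Some tests were chosen after their patterns had been seen. These are the tests on remaining Arid1a, on the interferon list and on the separation of the libraries. The tests on mutant cells of the OC gate and on mutant cells that clustered with control cells also belong here. The tests on the OC-gate share, Lyz2, Mdm2 and sex were not chosen in this way. The Lyz2 test, however, was moved to clusters with features scaled within each library. The reason was that 11 of the 15 main clusters hold at least 95% of their cells from 1 library.

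The lower OC-gate share of the mutant library was weighed against technical causes. A difference in depth per cell is argued against. With 3 UMIs needed, the difference was smallest at 2000 UMIs and was still -3.64 points there (-4.25 to -3.04). More cells of other types in the mutant library would dilute the share, but without stromal-like, neutrophil-like and class II-led cells it was -6.33 points (-7.25 to -5.41). Free OC RNA in the control library would reach neutrophil-like cells too. Their 15 control cells held 0 UMIs of Ctsk, Acp5 and Dcstamp, an upper limit of 33.0 CPM, against 176 CPM in the control cells outside these 3 groups. Shallow stromal-like control cells had 49.1 CPM, so OC RNA, free or from adhering cells, was counted with cells of another type. Outside the OC gate the other control cells had 48.3 CPM, no more than that but above the neutrophil-like limit, so whether these UMIs are background stays open. Free RNA gives all clusters a like low share, whereas the OC gate held 38.97% of control cells in cluster 9 and 1.09% in cluster 1, so free RNA as the whole of the control gate share is argued against. Mmp9 was left out of the neutrophil-like level as a gene of those cells, a choice made when the test was run; with it the level was 8.95 CPM (0.226 to 49.8) against 235. A difference between the cultures unrelated to genotype stays open with 1 library each, and the genotype itself is untested as a cause.

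In cells of neither gate Acp5 was higher in the mutant library, at 53.1 against 27.5 CPM (log2 ratio 0.95, from 0.87 to 1.02). Stromal-like cells, as background, had 27.5 CPM (18.0 to 40.3) in the mutant and 23.6 CPM (12.6 to 40.4) in the control library, so only the mutant level lay above them. No explanation of this was tested. Mutant OC-gate cells lay mostly in unnamed clusters 0 (34.6%) and 2 (32.1%), and control OC-gate cells in the OC precursor-like clusters 4 (50.4%) and 9 (39.3%).

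Arid1a UMIs remained in the mutant library. Cells outside the Cre lineage are argued against as their main holders: stromal-like cells held 0.698% of the remaining UMIs, and mutant cells outside the stromal-like, neutrophil-like and class II-led groups still had 19.96 CPM (19.2 to 20.8). Neutrophil-like mutant cells had 60.8 CPM (44.7 to 80.8), beside 53.7 (19.7 to 117) in the control. Transcripts of the recombined allele that keep their 3′ end, and incomplete recombination, are both untested.

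Mutant cells of the OC gate, and mutant cells that clustered with control cells, had intermediate Arid1a. In mutant OC-gate cells it was 28.1 CPM (23.0 to 34.1), above the 20.04 (19.2 to 20.9) of the other mutant cells and below the 49.8 (46.4 to 53.3) of control OC-gate cells. The excess rested largely on 42 UMIs in the 38 mutant cells of both gates, at 40.3 CPM (29.1 to 54.5). Mutant cells of the cycling gate alone had 23.6 CPM (22.1 to 25.1). The 118 mutant cells of the OC gate alone had 23.4 CPM (17.99 to 29.95), not distinguishable from the 20.04 of cells outside that gate. The 69 mutant cells in clusters with at least 95% control cells had 35.2 CPM (26.8 to 45.6), against 20.1 (19.3 to 21.0) in the other mutant cells. A mixture of cells that kept Arid1a with cells that lost it could give such values, and so could a higher level of the recombined transcript. With the few UMIs per cell these cannot be told apart. The same molecules counted in both libraries are argued against for the 69 cells: 0% of their barcodes occurred in the control library (upper limit 5.21%), against 0.132% of the other mutant cells. The predictions named control-like or mutant-like levels and neither was seen, and reading an intermediate value as undecided was settled only after the values were known.

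The rise of interferon-stimulated genes was not carried by a few cells. Leaving out the 10% of cells with the highest list share in each library gave a median log2 ratio of 2.27, against 1.79 with all cells. Without stromal-like, neutrophil-like and class II-led cells it was 1.78. The list took 0.225% of UMIs in the median control cell and 0.819% in the median mutant cell, and the 10th percentile of mutant cells (0.498%) was near the 90th of control cells (0.508%). Ifnb1 itself was concentrated, with 46.3% of its 82 mutant UMIs in the 5 cells with most. A broad response to interferon secreted by few mutant cells is a candidate explanation that the 2.27 does not exclude. Exposure of that culture dish to an inducer has the same signature, since each genotype is 1 culture, and it was not tested. The study, however, also reported enriched interferon-beta signaling in bulk RNA-seq of this genotype. It reported higher Ifnb1 by qPCR in biologically independent samples as well. Exposure of this dish alone would not account for those samples, which are not part of the counts used here.

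The separation of the libraries did not rest on a few strong genes alone. Every gene that differed over 2-fold or lacked UMIs in a library was left out. Those with a mean of at least 20 CPM numbered 353, and those with a lower mean were left out too. This brought same-library neighbours from 97.2% to 94.1%, far above the 50.1% of mixed libraries. A difference between the preparations or droplet runs could equally give the 97.2%, and it cannot be told apart from the genotype, since each group is 1 library. For this reason no cluster held almost wholly by 1 library is read here as a cell type of its own. The class names of such clusters, OC precursor-like clusters 4 and 9 among them, describe their leading genes only.

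Lyz2 was near the value that 1 copy lost to the Cre allele would give, 0.507 of control over all cells. Over 11 clusters with at least 100 cells of each library, however, the ratio ran from 0.328 to 0.807, and in OC-gate cells Lyz2 was higher in the mutant library (log2 ratio 0.48). Monocytic genes ranged from 0.547 for C1qb to 7.75 for Cx3cr1, with Mrc1 at 0.943. The labels leave open whether the control carries Cre, so the allele and a shift of cell state cannot be told apart. Mdm2 lies near Lyz2 on chromosome 10. The 6 genes tested within 1 Mb of Lyz2, Mdm2 among them, had a median absolute log2 ratio of 0.21, at the 32.5th percentile of random windows. That measure ignores direction, and 5 of the 6 were lower in the mutant library, with Cct2 (-0.46) and Rap1b (-0.37) below Mdm2 (-0.26). In OC-gate cells Mdm2, like Lyz2, was higher in the mutant library (0.30, from 0.15 to 0.44). A change in 1 direction over that neighbourhood and a change of Mdm2 alone cannot be told apart with so few genes.

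A difference in sex between the libraries is argued against as a cause of the differing genes. Xist had 1 UMI in the mutant library and 1 in the control library, and the Y genes were counted in both.

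No count of changed genes in cycling cells is given beside those of the study, because 1 library per group allows no such test here.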
